A study of Mus musculus with 6 samples.

How the data were processed

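Retinas of mouse embryos at embryonic day 14 were profiled by droplet single-cell RNA-seq (10x Genomics 3' v2 chemistry, per the labels). Atoh7 encodes a transcription factor of retinal progenitors that give rise to ganglion cells, and Bax encodes an effector of programmed cell death. The 6 libraries formed 3 groups of 2: Bax het Atoh7 null, Bax null with wild-type Atoh7, and Bax null Atoh7 null. No group had both genes intact. The cell table covered 2 further libraries with 26078 cells (28.0% of all cells), which were in no sample of the series and were not used in any step.

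The deposited matrix held raw UMI counts made by the authors for 27998 genes and 93128 cells, of which 67050 belonged to the 6 libraries. The authors' cell table gave the total counts and the genes detected per cell, and the matrix sums equalled these totals in all 67050 cells. Cell type labels, cluster numbers and gene symbols were used as the authors deposited them. The authors had divided the cells into 142 clusters and 5 cell types, and each cluster lay within 1 type. The genome build, the aligner, the counting software and the filters on cells used by the authors were not stated in the files. Where a symbol belonged to over 1 gene identifier (56 symbols), the identifier was kept beside it. Gene positions and transcript lengths came from GENCODE mouse release 21 (GRCm38), in which 27645 identifiers (98.7%) were found. That annotation need not be the one the authors counted against.

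Library totals ranged from 22463515 to 66594431 UMIs. Summed over all cells of a library, the UMIs within a cell type ranged from 1913889 to 10906998 in ganglion cells, from 4416522 to 14099758 in neurogenic cells, from 14053912 to 38954120 in retinal progenitor cells and from 890484 to 1384550 in cones. Levels of Atoh7, Bax and Ftl1 for single libraries are given as counts scaled to the library total (CPM) with exact Poisson 95% intervals. Shares of cells carry Wilson 95% intervals. These intervals cover counting error only. A gene at 0 in a group was given a floor of 3 UMIs in the library of the group with the lowest total, the higher of the 2 floors, and the fold against it is a lower bound.

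Counts were summed per library within 4 cell classes (ganglion cells, neurogenic cells, retinal progenitor cells and cones) and over all cells. The library, and not the cell, was the replicate. Genes were filtered with filterByExpr, scaled by the trimmed mean of M values (TMM) and tested with the edgeR 4.0.16 quasi-likelihood F test in R 4.3.3, with all 6 libraries in 1 fit and group as the only term. The Benjamini-Hochberg method adjusted p-values over the genes tested in each class and contrast, and a gene with an adjusted p under 0.05 is described as called. The standard error (SE) of a log2 fold change was its size divided by the square root of F. Gene levels in group comparisons are TMM-scaled CPM, given as mean ± SD of 2 libraries. All tests were two-sided. An exact permutation of 2 against 2 libraries cannot give a p below 0.33, so none was reported.

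The 3 contrasts were Bax null Atoh7 null minus Bax null, which differ in Atoh7, Bax null Atoh7 null minus Bax het Atoh7 null, which differ in Bax, and Bax het Atoh7 null minus Bax null, which differ in both. Shares of cell types were tested with the same edgeR model on the cell counts, with the number of cells as library size, adjusted over the 5 types of a contrast. Gene lists were tested with limma 3.58.1 camera on voom values (inter-gene correlation 0.01), adjusted over 9 tests. The lists were an RGC list of 36 genes of retinal ganglion cells, a neurogenic list of 25 genes, and a cell death and stress list of 23 genes. Atoh7 was left out of the neurogenic list and Bax out of the stress list.

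Genes were named by a rule: Atoh7, Bax, members of the lists and of the cell type markers, and per class and contrast up to 3 genes with the highest and 3 with the lowest log2 fold change. The latter needed an adjusted p under 0.05, a mean of 20 CPM in the higher group, and both libraries of 1 group above both of the other. Xist, Tsix and Y-linked genes were left out. Genes named outside this rule are identified as such. Some results for single genes are not reported here.

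The alternatives were relative log expression (RLE) size factors, DESeq2 1.42.0, no filter on low counts, the replicate number as a block, only the 4 libraries compared, doublets left out, counts thinned to the smallest total of the class, TMM over cell types, limma on logit shares, cells under 1000 UMIs left out, fry, camera with an estimated correlation, and each library left out in turn. Doublets were the 8% of cells per library with the highest Scrublet score (scanpy 1.11.5, anndata 0.12.19), 5364 cells in all. The fixed percentage and an exact neighbour search were chosen after seeing the data, because the automatic threshold depended on the approximate search. With exact neighbours it called between 2.0% and 8.07% of the cells of a library.

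Another 3 alternatives were chosen after seeing the data. The within-library difference subtracted the change in the retinal progenitor cells of the same libraries from the change in a class, with library as a block in edgeR. For a gene with traces in progenitors, this subtraction cannot separate a change shared by both types from free RNA of other cells. A further fit removed each library's smooth (loess) trend on transcript length. The third left out genes whose last 300 transcript bases shared a 60-base stretch with a transcript of another gene. Marker lists were used to weigh explanations: an immediate early list, progenitor markers, photoreceptor markers other than Neurod1 and Neurod4, neurogenic markers other than Neurod1, and amacrine markers other than Tfap2b. The neurogenic and amacrine markers were listed after seeing the data.

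The fits were tested on simulated data with 200 genes changed by 1 on the log2 scale, of which 51.5% to 85.0% were recovered over the 4 classes and 3 contrasts, with 4.46% to 11.2% of calls false. In shares simulated with a dispersion of 0.01, a change of 2-fold was recovered in 100% of 50 draws, and 2% of draws gave a false call. Shares with a wider spread between libraries would be recovered less often. A list raised by 0.5 on the log2 scale gave a median of 0.48. The biological coefficient of variation was 0.0765 in ganglion cells, 0.0858 in neurogenic cells, 0.0855 in retinal progenitor cells and 0.0932 in cones. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.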

Results

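Transcriptomes of 67050 retinal cells from mouse embryos at embryonic day 14 were compared between 3 genotypes with 2 libraries each. The Bax het Atoh7 null libraries held 9622 and 11345 cells with 29145412 and 28901154 UMIs in total. The Bax null libraries held 10268 and 9269 cells with 63085055 and 66594431 UMIs. The Bax null Atoh7 null libraries held 14730 and 11816 cells with 33415227 and 22463515 UMIs. The median cell had 2632 and 2206 UMIs in Bax het Atoh7 null, 5661 and 6804 in Bax null, and 1940 and 1634 in Bax null Atoh7 null.

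The Bax null libraries differed from the other 4 in ways that were shared by all cell types. The lowest UMI total of a cell was 500 in both Bax null libraries and between 735 and 1163 in the others. Mitochondrial genes took 3.80% and 3.90% of UMIs in Bax null and between 1.06% and 1.15% in the other 4. Within the mitochondrial genes, mt-Atp6 stood at 8740 and 9020 CPM in Bax null and between 3.74 and 4.55 CPM elsewhere, whereas mt-Nd1 stood between 3381 and 4182 CPM in all 6. The 10 most abundant genes took 9.25% and 9.47% of UMIs in Bax null and between 7.62% and 8.56% elsewhere. Both Bax null libraries lay on one side of this split and the other 4 on the other side, so a library batch and the group cannot be told apart in the contrasts with Bax null, and no value within a batch could be computed for them. Both groups of the contrast of Bax null Atoh7 null with Bax het Atoh7 null lay on the same side of the split.

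Replicates differed by more than counting error. The chi-square per degree of freedom between the libraries of a group was 15.4 in Bax het Atoh7 null, 8.27 in Bax null and 43.4 in Bax null Atoh7 null. The median absolute log2 ratio between replicates, over 5610 genes at 20 CPM or more, was 0.08, 0.05 and 0.12 in the same order.

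The genotypes were first checked at the targeted genes. Atoh7 (ENSMUSG00000036816, GRCm38 chromosome 10, 63099651 to 63101279) had 0 UMIs in all 4 Atoh7 null libraries. It stood at 5.96 CPM (95% interval 5.37 to 6.59) and 6.88 CPM (6.26 to 7.54) in the Bax null libraries, a mean of 6.42 ± 0.649 CPM (SD, n = 2). This was at least 48.1-fold higher than in Bax null Atoh7 null and at least 61.8-fold higher than in Bax het Atoh7 null. In neurogenic cells, the type in which Atoh7 is active, the Bax null mean was 21.8 ± 0.946 CPM (SD, n = 2), at least 32.1-fold and 38.9-fold above the same groups.

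Bax (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898) was read in every library. It stood at 143.5 CPM (139 to 148) and 107.7 CPM (104 to 112) in Bax het Atoh7 null and at 17.1 and 15 CPM in Bax null. The library labelled Bax null Atoh7 null replicate 1 had 47.7 CPM (45.4 to 50.1), against 11 CPM (9.67 to 12.5) in replicate 2. Its Bax level therefore went partly against its label, and the ratio between these replicates was 4.34 over all cells and between 2.66 and 6.50 within the cell types. The neighbouring gene Ftl1 (ENSMUSG00000050708, chromosome 7, 45457944 to 45459884) showed a like split, with 1682 and 1272 CPM in Bax het Atoh7 null, 92.9 and 144 CPM in Bax null, and 494 and 40.3 CPM in Bax null Atoh7 null.

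In the edgeR fit over all cells, Bax was higher in Bax het Atoh7 null than in Bax null by 2.47 on the log2 scale (SE 0.53, adjusted p 0.00455, both libraries above both). With the replicate number as a block, Bax was called lower in Bax null Atoh7 null than in Bax het Atoh7 null (-2.34, adjusted p 0.0242). In the main fit this log2 fold change was -2.13 (SE 0.53, adjusted p 0.102, both libraries below both), which was not called. Leaving out the library labelled Bax null Atoh7 null replicate 1 moved this value most, to -3.68, and left an adjusted p of 6.80e-05 (range over the alternatives 6.80e-05 to 0.297). In neurogenic cells the same contrast was called, at -1.93 (SE 0.41, adjusted p 0.0344), and lost the call with either Bax het Atoh7 null library left out (adjusted p 0.213 and 0.170) and with either Bax null library left out (0.0620 and 0.0630), within a range over the alternatives of 2.47e-50 to 0.573. Between Bax null Atoh7 null and Bax null, Bax differed by 0.33 (SE 0.52, adjusted p 0.615), with 1 library above and 1 below. That direction became -1.21 (adjusted p 0.00188) without replicate 1 of Bax null Atoh7 null and 1.03 (0.00133) without replicate 2, within a range of adjusted p over the alternatives of 0.00133 to 0.837.

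**Figure D1:**
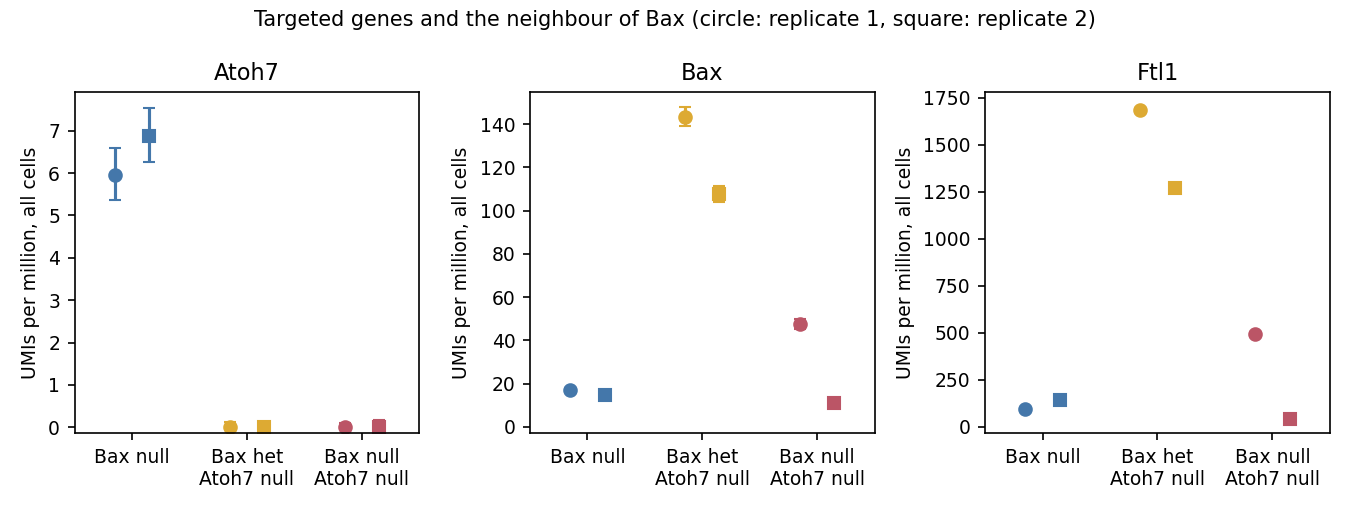
Atoh7, Bax and Ftl1 in the 6 libraries (CPM of the library total over all cells, 1 point per library with its Poisson 95% interval). Atoh7 was at 0 in the 4 Atoh7 null libraries, and the library labelled Bax null Atoh7 null replicate 1 lay between Bax het Atoh7 null and the remaining libraries for Bax and Ftl1.

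The next comparison asked whether the cell types were present in different shares. Retinal ganglion cells made up 17.1% ± 0.218 (SD, n = 2) of the cells in Bax null, 8.73% ± 1.28 in Bax null Atoh7 null and 8.12% ± 1.68 in Bax het Atoh7 null. Bax null Atoh7 null stood below Bax null by a log2 change of -0.97 (SE 0.14, adjusted p 1.77e-05). This contrast is drawn between labels, and the library labelled Bax null Atoh7 null replicate 1 carried more Bax than its label implies. Bax het Atoh7 null stood below Bax null by -1.07 (adjusted p 6.05e-06), with both libraries below both in each case. Library batch and genotype cannot be told apart in either contrast with Bax null. Of the alternatives, leaving out the library labelled Bax null Atoh7 null replicate 1 moved the first value towards 0 most, to -0.83, and leaving out replicate 2 moved it farthest away, to -1.13. Between the Atoh7 null groups the share of ganglion cells differed by 0.10 (adjusted p 0.795), with the libraries interleaved. It became -0.09 without Bax het Atoh7 null replicate 1 and -0.06 without Bax null Atoh7 null replicate 2, so no direction can be drawn at this replication.

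Cones made up a larger share in both Atoh7 null groups than in Bax null. As for ganglion cells, library batch and genotype cannot be told apart in these contrasts. Cones were 3.0% ± 0.319 (SD, n = 2) of the cells in Bax null, 5.42% ± 0.000384 in Bax null Atoh7 null and 5.99% ± 0.626 in Bax het Atoh7 null. The log2 change was 0.85 (adjusted p 9.44e-05) for Bax null Atoh7 null and 1.0 (adjusted p 1.78e-05) for Bax het Atoh7 null, both against Bax null and with both libraries above both. The Atoh7 null groups differed from each other by -0.15 (adjusted p 0.795). The cells labelled horizontal, in which the amacrine genes Tfap2a, Tfap2b, Tfap2c, Ptf1a and Prdm13 were also at their highest, made up 3.12% ± 0.0639 in Bax null, 3.93% ± 0.444 in Bax null Atoh7 null and 4.83% ± 0.593 in Bax het Atoh7 null (SD, n = 2). Their share was called higher in Bax het Atoh7 null than in Bax null (0.63, adjusted p 0.00125, both libraries above both). It was not called in the other contrasts (0.33 and adjusted p 0.0735 between Bax null Atoh7 null and Bax null, -0.30 and 0.273 between the Atoh7 null groups). The first of these passed the threshold, at 0.33 and an adjusted p of 0.0467, with either Bax het Atoh7 null library left out, and its adjusted p ranged from 0.0385 to 0.451 over the alternatives.

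Neurogenic cells made up 17.3% ± 1.52 in Bax null, 19.8% ± 1.70 in Bax null Atoh7 null and 20.3% ± 1.10 in Bax het Atoh7 null (SD, n = 2). Retinal progenitor cells made up 59.5% ± 0.916, 62.1% ± 3.42 and 60.7% ± 4.0 in the same order. In the main fit neither type was called in any of the 3 contrasts. The lowest adjusted p was 0.125, for neurogenic cells in Bax het Atoh7 null against Bax null (log2 change 0.24, both libraries above both). With doublets left out, neurogenic cells were called at 0.31 (adjusted p 0.0498) in Bax null Atoh7 null and at 0.35 (0.0189) in Bax het Atoh7 null, each against Bax null. The replicate block also called them in both of these contrasts (adjusted p 0.0405 and 0.0207).

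**Figure D2:**
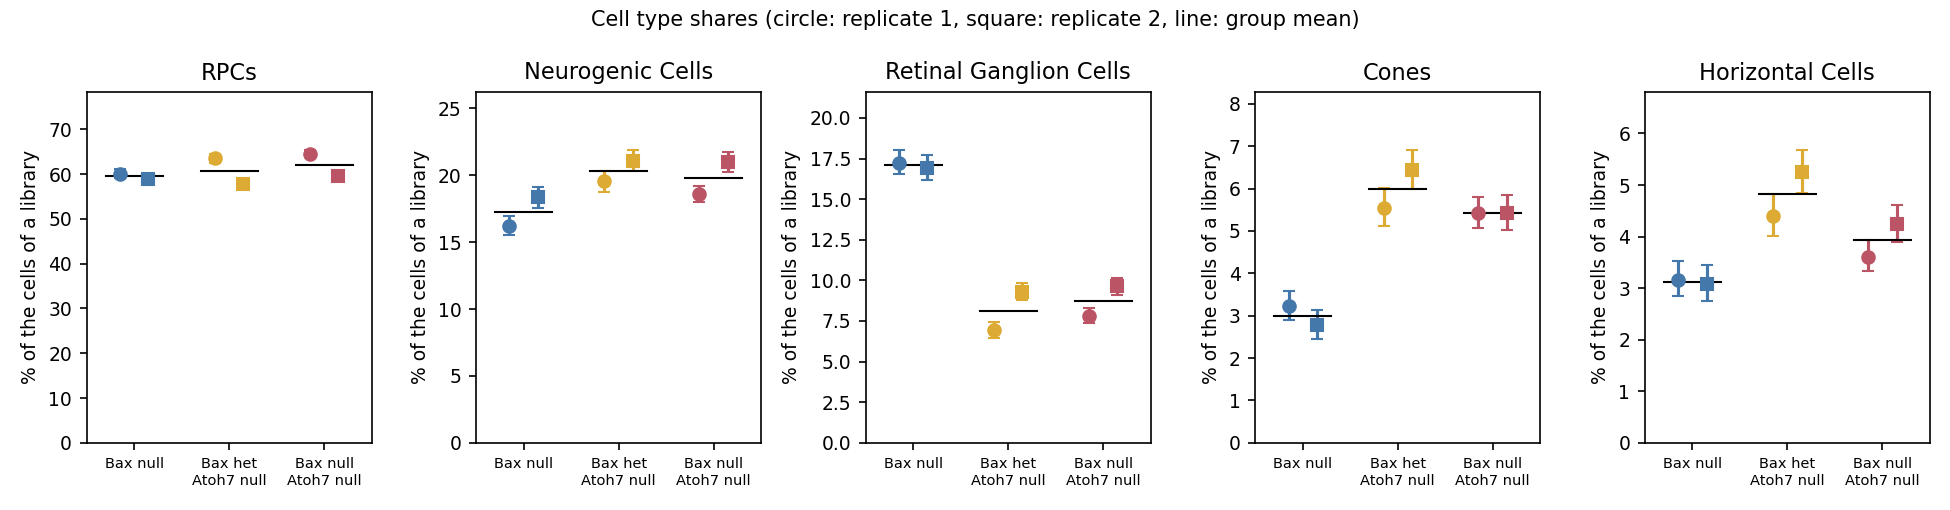
Share of each cell type in each library (percent of the cells of the library, 1 point per library with its Wilson 95% interval, by genotype). Ganglion cells lay at 16.9% and 17.3% in Bax null and between 6.93% and 9.63% in the 4 Atoh7 null libraries.

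Gene expression was then compared within cell types, first between Bax null Atoh7 null and Bax null, which by their labels differ in Atoh7 only. In ganglion cells 5580 of 10586 genes were called between Bax null Atoh7 null and Bax null, 2776 higher and 2804 lower, and 2036 of these changed at least 2-fold. In neurogenic cells 5518 of 11670 genes were called, in retinal progenitor cells 7222 of 13396, and in cones 2649 of 9421. The within-library difference moved these counts most. It called 2161 genes in ganglion cells, 1398 of them with the same call and direction as before, 1027 in neurogenic cells and 563 in cones. Leaving out Bax null replicate 2 lowered the counts to 3663 in neurogenic cells and 1583 in cones, and leaving out Bax null replicate 1 lowered that in cones to 1634.

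Several of the largest changes in this contrast were near-absence of a gene outside the Bax null libraries. In ganglion cells mt-Nd3 stood at 1099 and 1108 CPM, mt-Nd4l at 188 and 210 CPM and Rps12-ps3 at 174 and 151 CPM in Bax null, and all 3 were at 0 in both Bax null Atoh7 null libraries. The highest positive changes were in Slc7a3 (ENSMUSG00000031297, chromosome X), at 22.4 and 25.2 CPM against 0 and 0.120 CPM, and in Atf3 (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039). Atf3 stood at 43.2 ± 4.03 CPM against 0.544 ± 0.0774 CPM (SD, n = 2), a log2 fold change of 6.24 (SE 0.24, adjusted p 1.07e-09, both libraries above both). Its within-library difference was 7.02. Cacng3 (chromosome 7) followed, with a log2 fold change of 5.91.

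Genes of ganglion cell identity were lower. Isl1 (ENSMUSG00000042258, chromosome 13, 116298281 to 116309689) changed by -1.09 (SE 0.12, adjusted p 7.25e-06, both libraries below both) and Gap43 (ENSMUSG00000047261, chromosome 16) by -1.23 (adjusted p 5.47e-05, both below both). Sncg (ENSMUSG00000023064, chromosome 14) fell from 2916 ± 239 to 189.6 ± 2.78 CPM (SD, n = 2), a log2 fold change of -3.94. Pou4f2 (ENSMUSG00000031688, chromosome 8) changed by -1.25 (adjusted p 6.52e-05, both below both), and by -0.21 in the within-library difference, where it was not called (adjusted p 0.822, range over the alternatives 1.04e-06 to 0.822). Progenitors had only 0.0921 to 0.778 CPM of Pou4f2, so this difference carries no direction. Neurod1 (ENSMUSG00000034701, chromosome 2, 79452521 to 79456751), a gene of photoreceptor and amacrine precursors, was higher in the ganglion cells by 2.15 (SE 0.15, adjusted p 1.61e-07, both libraries above both), with a within-library difference of 1.41. Tfap2b (ENSMUSG00000025927, chromosome 1) was higher by 2.96.

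In neurogenic cells the highest positive changes were in Hist1h1d (3.55, 78.9 against 6.82 CPM), Hist2h2bb (3.43) and Chga (3.15). Hist1h1d was also the highest in retinal progenitor cells, at 3.4, and its within-library difference in neurogenic cells was 0.19 and not called (adjusted p 0.626, range over the alternatives 2.17e-122 to 0.626). Chga gave -0.01 in the within-library difference. Neurog2 (ENSMUSG00000027967, chromosome 3, 127633135 to 127635631) was higher in neurogenic cells by 1.15 (SE 0.14, adjusted p 5.82e-05, both libraries above both) and by 0.67 in the within-library difference. Neurod1 was higher by 0.71, and its within-library difference was -0.06 and not called. In cones the highest changes were in Specc1 (3.33, within-library 2.30), Gsr (3.05) and Ndufa4l2 (2.77). The cone genes Crx (-0.04, adjusted p 0.825) and Thrb (0.21, adjusted p 0.242) were not called. Other photoreceptor markers were lower in cones of both Bax null Atoh7 null libraries. Gngt2 stood at 835 and 644 CPM against 1799 and 1931 CPM in Bax null, and Prdm1 at 244 and 237 against 551 and 483 CPM. Otx2 was interleaved, at 1042 and 1422 against 1385 and 1421 CPM. The direction for Crx turned to 0.03 without Bax null replicate 1 and 0.02 without Bax null Atoh7 null replicate 1, and its within-library difference was -1.09.

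The comparison of Bax null Atoh7 null with Bax het Atoh7 null asked what the loss of the remaining Bax copy changed where Atoh7 was absent. It is drawn between labels, and the library labelled Bax null Atoh7 null replicate 1 carried more Bax than its label implies. In ganglion cells 248 of 10586 genes were called, 26 higher and 222 lower. In neurogenic cells 206 were called (1 higher, 205 lower), in retinal progenitor cells 269 (8 higher, 261 lower) and in cones 138 (3 higher, 135 lower). Of the 93 genes called at 2-fold in ganglion cells, 97.8% moved the same way in retinal progenitor cells. The within-library difference called 14 genes in ganglion cells, 9 of them shared with the first set, 1 gene in cones, and 0 in neurogenic cells with edgeR, where 592 of 11587 had an unadjusted p under 0.05, about as many as chance gives. DESeq2, run without that subtraction, called 165 in neurogenic cells. Single libraries decided these counts. Without Bax het Atoh7 null replicate 2 they were 73 in ganglion cells, 7 in neurogenic cells, 2 in retinal progenitor cells and 62 in cones. Without the library labelled Bax null Atoh7 null replicate 1 they were 433, 466, 655 and 294 in the same order. Without Bax het Atoh7 null replicate 1 the first 3 of these were 138, 79 and 56. Leaving out Bax null replicate 1 or replicate 2 gave 127 and 129 in neurogenic cells and 154 and 153 in retinal progenitor cells, and leaving out Bax null Atoh7 null replicate 2 gave 507 in retinal progenitor cells.

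The genes that rose most in ganglion cells in this contrast were Atf3, Cdkn1a and 2900055J20Rik (ENSMUSG00000071860, absent from the annotation used). Atf3 stood at 43.2 ± 4.03 CPM against 16.5 ± 0.333 CPM (SD, n = 2), a log2 fold change of 1.38 (SE 0.17, adjusted p 0.00135, both libraries above both), and it was called under every alternative run, the within-library difference included (1.31). Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) stood at 32.4 ± 2.33 against 13.6 ± 2.48 CPM (SD, n = 2), a change of 1.28 (SE 0.19, adjusted p 0.00377, both above both). It lost the call without Bax het Atoh7 null replicate 2 (1.08, adjusted p 0.08) and in the within-library difference (0.90, adjusted p 0.267), and its adjusted p ranged from 0.000799 to 0.267 over the alternatives. 2900055J20Rik rose by 1.0 (adjusted p 0.0259, both above both), and lost the call without either Bax het Atoh7 null library or Bax null Atoh7 null replicate 2, with an adjusted p of up to 0.159 without Bax het Atoh7 null replicate 2, within a range of 0.00791 to 0.944. Ddit3 (ENSMUSG00000025408, chromosome 10, 127290774 to 127296288) rose by 0.73 (SE 0.12, adjusted p 0.00615, both above both) and by 0.86 in the within-library difference. Without Bax het Atoh7 null replicate 2 it gave 0.55 and an adjusted p of 0.112, within a range of 0.000250 to 0.112.

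The lowest changes in ganglion cells were in Rps27rt (-1.97), D630033O11Rik (-1.92) and Usmg5 (-1.91), and the within-library differences of these genes were 0.18, -0.10 and -0.15. Short ribosomal protein transcripts also led in neurogenic cells (Rps27rt -1.96, Rps28 -1.75, Rps29 -1.74) and in retinal progenitor cells (-2.10, -1.78 and -1.77 for the same genes). Without Bax het Atoh7 null replicate 2 these 3 lost their calls in neurogenic cells (adjusted p 0.0581, 0.107 and 0.0581) and in retinal progenitor cells (0.0993, 0.184 and 0.129), and Rps27rt also in ganglion cells (0.104). Without replicate 1 of that group Rps28 and Rps29 also lost them in retinal progenitor cells. The adjusted p of these genes over the alternatives ranged up to 0.990, in the within-library difference of Rps28, and down to 4.55e-43, for Rps29 in neurogenic cells. In cones the lowest were Ftl1 (-2.46), Slc17a6 (-2.03) and Usmg5 (-1.84). Without the library labelled Bax null Atoh7 null replicate 1, Ftl1 in cones changed by -5.65 and Slc17a6 by -3.26. Ftl1 lost its call with either Bax null library left out (adjusted p up to 0.0642, range over the alternatives 1.17e-55 to 1). Gas2 (ENSMUSG00000030498, chromosome 7, 51862015 to 51994975) rose most in cones, by 1.46 (SE 0.21, adjusted p 6.09e-04, both libraries above both), with a within-library difference of 2.26. Gas2 in cones stood at 221 and 246 CPM in Bax null, 130 and 214 CPM in Bax null Atoh7 null, and 46.6 and 75.6 CPM in Bax het Atoh7 null.

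Bax het Atoh7 null differed from Bax null at both genes, and its comparison resembled that of Bax null Atoh7 null with Bax null. It gave 5297 calls in ganglion cells, 5499 in neurogenic cells, 7119 in retinal progenitor cells and 2591 in cones, and 2087, 1154 and 593 in the within-library differences of ganglion cells, neurogenic cells and cones. Leaving out Bax null replicate 2 lowered the counts to 3516 in neurogenic cells and 1405 in cones, and leaving out replicate 1 lowered that in cones to 1457. Across genes, the log2 fold changes of these contrasts over all cells correlated at 0.944. Simulations with no change gave 0.396, which the shared Bax null libraries alone produced. They held no batch difference of the Bax null libraries, which would also raise the correlation. The gap between the observed and simulated values therefore cannot separate batch from genotype. Genes are not independent replicates. In ganglion cells Fabp7 (ENSMUSG00000019874, chromosome 10) was higher by 3.73 (SE 0.14, adjusted p 7.72e-10, both libraries above both) and by 3.32 in the within-library difference, after Nupr1 (4.31) and Synpr (3.94). Neurod1 and Tfap2b were again higher in ganglion cells, by 2.70 and 3.12. Pou4f2 changed by -1.14.

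Gene lists summarised these changes. The RGC list (33 genes tested in ganglion cells) had a median log2 fold change of -1.06 between Bax null Atoh7 null and Bax null, with 30 genes lower (camera adjusted p 2.82e-08), and of -1.08 between Bax het Atoh7 null and Bax null, with 28 lower (8.03e-09). The within-library medians were -1.16 and -0.96. Between the Atoh7 null groups the median was -0.01, the mean 0.11 and the direction of the camera test upward, so their signs differed (adjusted p 0.281). This test passed the threshold without Bax het Atoh7 null replicate 2 (0.07, adjusted p 0.00724) and without the library labelled Bax null Atoh7 null replicate 1 (0.11, 0.00858), within a range over the alternatives of 0.00724 to 0.778. Of the list, 25, 26 and 1 genes were called over all genes tested in these contrasts, and 25, 26 and 3 when adjusted over the list alone. The estimated inter-gene correlation changed the list results most. All 7 calls of the 9 list tests held under fry, and none held with an estimated correlation (lowest adjusted p 0.241).

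The neurogenic list, tested in neurogenic cells, had a median of 0.58 in both contrasts with Bax null (camera adjusted p 4.18e-05 for Bax null Atoh7 null and 1.31e-05 for Bax het Atoh7 null, 19 of 25 genes higher in each). In the within-library difference the medians were -0.06 and -0.11 and the means also negative, while the direction of the test was upward (adjusted p 0.792 for both, ranges over the alternatives 1.18e-06 to 0.792 and 1.18e-07 to 0.792). Between the Atoh7 null groups the median was -0.07 (adjusted p 0.0742, 17 genes lower). Without Bax null Atoh7 null replicate 2 it was -0.24 with an adjusted p of 0.00454, within a range of 0.00454 to 0.792. The genes called were 19, 20 and 1 over all genes tested and 20, 20 and 2 adjusted over the list alone.

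The cell death and stress list (19 genes tested in ganglion cells) was higher in Bax null Atoh7 null than in Bax het Atoh7 null by a median of 0.60, with 16 genes higher (camera adjusted p 2.79e-10), and by 0.40 in the within-library difference. It called 7 genes over all genes tested, all higher, and 12 adjusted over the list alone. Against Bax null the median was 1.60 in Bax null Atoh7 null (16 genes higher, adjusted p 2.22e-05) and 0.66 in Bax het Atoh7 null (14 higher, adjusted p 0.00806), with 1.05 and 0.42 in the within-library difference. These contrasts called 13 and 14 genes over all genes and as many adjusted over the list alone. Among its members, Hrk (1.26, adjusted p 0.0426) and Bbc3 (0.76, adjusted p 0.00230) were higher in both Bax null Atoh7 null libraries than in both Bax het Atoh7 null libraries. Hrk kept the call in only 1 of the 6 fits with a library left out, that without the library labelled Bax null Atoh7 null replicate 1 (adjusted p 0.00209), and gave 0.89 (adjusted p 0.203) without replicate 2, within a range of 0.00209 to 0.970. Bbc3 lost its call in the within-library difference (0.50, adjusted p 0.392, range 0.000612 to 0.392).

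**Figure D3:**
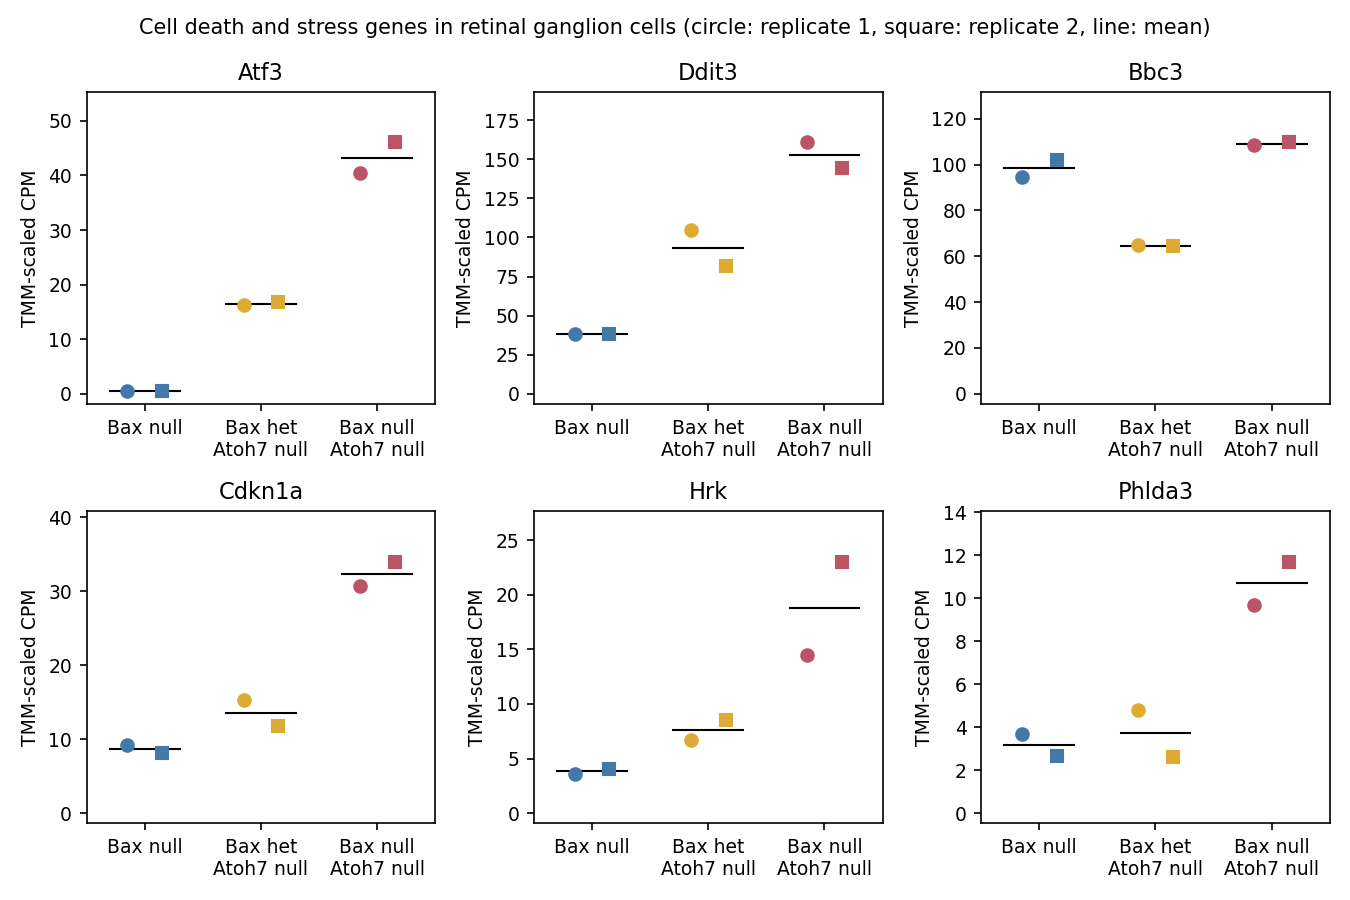
Levels of 6 cell death and stress genes in ganglion cells (TMM-scaled CPM, 1 point per library, line at the group mean, by genotype). Atf3 lay at 40.4 and 46.1 CPM in Bax null Atoh7 null, 16.3 and 16.8 CPM in Bax het Atoh7 null and 0.490 and 0.599 CPM in Bax null.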

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

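The within-library difference, the comparison of directions between cell types, the use of the fit without 1 library (itself chosen before) to weigh the stress list, the removal of the length trend and the comparison of the RGC list with progenitor markers were tests chosen only after the results were seen, and the remaining tests of this part were chosen before.

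Changes differed between cell types under the same contrast. The test was the within-library difference, in which the change in retinal progenitor cells of the same libraries is subtracted as an interaction term in edgeR. Between Bax null Atoh7 null and Bax null it called 2161 genes in ganglion cells (1229 higher, 932 lower), 1027 in neurogenic cells and 563 in cones. Between Bax het Atoh7 null and Bax null it called 2087, 1154 and 593 in the same cell types. On simulated data this test gave 3.75% to 11.3% false calls.

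A technical difference shared by all cells of the Bax null libraries may explain much of the unsubtracted change. Of the genes called at 2-fold in ganglion cells between Bax null Atoh7 null and Bax null, 90.7% of the 1937 also measured in retinal progenitor cells moved the same way there, with 50.003% given by the share of genes rising. The like values were 91.4% in neurogenic cells, 90.0% in cones and 84.7% in horizontal cells. As the whole cause in ganglion cells it is argued against by the 2161 genes whose change differed from that in progenitors. Summed depth as the cause is argued against by thinning all libraries to the smallest total. After it, 71.1% of the calls in ganglion cells stayed. Thinning summed counts cannot decide on depth per cell, which stays open. A batch effect that acts differently on different cell types stays open for the contrasts with Bax null, since library batch and genotype cannot be told apart there, and so do the loss of Atoh7 and, for Bax het Atoh7 null, the Bax genotype.

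Between Bax null Atoh7 null and Bax het Atoh7 null the difference between cell types was called for 14 genes in ganglion cells, all higher in Bax null Atoh7 null, and for 1 gene in cones. Among those in ganglion cells were Ddit3 and Atf3, both members of the cell death and stress list, and Ddit3 had the lowest adjusted p of the 14 (0.000250, difference 0.86). The gene in cones was Gas2 (difference 2.26, adjusted p 3.76e-06). All 4 libraries of this contrast lay on the same side of the technical split, so that split is no explanation here. The difference in Bax genotype stays open, as does a difference between libraries unrelated to genotype, because each group held 2 libraries. Gas2 lies on the same chromosome as Bax. Its level in cones of Bax null Atoh7 null replicate 1 (130 CPM) lay between Bax het Atoh7 null (46.6 and 75.6 CPM) and replicate 2 (214 CPM). A difference at linked sites on that chromosome was not tested apart from the loss of Bax, and it stays open for Gas2.

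The RGC list changed in ganglion cells but not alike in progenitors, with median differences of -1.16 between Bax null Atoh7 null and Bax null and -0.96 between Bax het Atoh7 null and Bax null. RNA from other cells could lower such genes by dilution. The progenitor marker with the highest level in ganglion cells of the Atoh7 null libraries reached 27.5% of its level in progenitors, and a share of that size would lower the list by -0.46 on the log2 scale, against a median of -1.06 (-1.18 to -0.93 over pairs of libraries). This argues against dilution by progenitor RNA as the whole cause, and a part of it stays open. The value sets no bound on RNA of neurogenic cells. Their markers other than Neurod1 reached medians of 23.8% to 32.9% of the level in neurogenic cells (18.2% and 18.7% in Bax null). A lower ganglion cell programme in the ganglion cells that form without Atoh7 is a hypothesis that stays open beside a batch effect on ganglion cells.

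The cell death and stress list rose more in ganglion cells than in progenitors, with median differences of 1.05 between Bax null Atoh7 null and Bax null, 0.40 between Bax null Atoh7 null and Bax het Atoh7 null, and 0.42 between Bax het Atoh7 null and Bax null. For the second of these, 5 explanations were tested. The medians of edgeR log2 fold changes used for them differ from those of the list test, with 0.64 against 0.60 in the main fit. Cell dissociation would raise immediate early genes, whose median change was 0.16 (-0.23 to 0.29 over pairs of libraries) against 0.64 for the stress list (0.46 to 0.77). A library-wide difference would vanish in the within-library difference, which gave 0.40 in the list test. A length bias would vanish after removal of the length trend, which gave 0.65. Each of these values argues against its explanation. Thinning gave 0.61, but thinning counts summed per library keeps the expected proportions of genes. It cannot decide on depth per cell, which stays open. Ganglion cells under 1000 UMIs were 0% in both Bax het Atoh7 null libraries and 6.94% and 4.92% in Bax null Atoh7 null. The list was not tested without them, so their part also stays open. Without the library labelled Bax null Atoh7 null replicate 1 the median was 0.57 over 20 genes, and 0.59 in the list test. With 1 library left in its group, this decides nothing on the cells with an intact Bax region in that library, and their part stays open. A candidate explanation that remains is that stressed ganglion cells which die where Bax is present persist where it is absent. It is a hypothesis, found and tested on the same data. Such cells would raise the share of ganglion cells. That share was 8.73% ± 1.28 in Bax null Atoh7 null and 8.12% ± 1.68 in Bax het Atoh7 null (SD, n = 2). The libraries were interleaved, so the shares neither back the hypothesis nor exclude it. In the other types the list had medians of 0.05 in retinal progenitor cells, 0.15 in neurogenic cells and 0.19 in cones. For the contrasts with Bax null, batch and genotype cannot be told apart.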

How the results depend on the processing

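The alternatives were chosen before the data were examined, except the within-library difference, the removal of the length trend, the removal of genes with near-identical copies and the fixed percentage of doublets, which were chosen after seeing the data. Leaving out a library leaves the other library of its group alone, and the fit then assumes that it varies like the other groups. One alternative, named retinal classes as the denominator of shares, was not run because all cells carried a named class. Unless stated otherwise, the cause of a change was not tested.

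For shares of cell types, 162 of 180 comparisons over 15 results kept direction and side of the threshold, 8 passed it and 10 changed direction. The share of ganglion cells kept its calls in all alternatives, from -1.13 to -0.83 between Bax null Atoh7 null and Bax null and from -1.30 to -0.88 between Bax het Atoh7 null and Bax null. The share of cones did too, from 0.66 to 0.97 and from 0.81 to 1.11, and so did horizontal cells between Bax het Atoh7 null and Bax null, from 0.44 to 0.75. With TMM over the cell types, retinal progenitor cells turned to -0.0856 between Bax null Atoh7 null and Bax null and to -0.15 between Bax het Atoh7 null and Bax null, and neurogenic cells to 0.00033 between the Atoh7 null groups. With only the 4 libraries compared, horizontal cells passed the threshold between Bax null Atoh7 null and Bax null, at 0.33 (adjusted p 0.0467, range over the alternatives 0.0385 to 0.451). With doublets left out, neurogenic cells passed it at 0.31 (adjusted p 0.0498, range 0.0405 to 0.686) between Bax null Atoh7 null and Bax null and at 0.35 (0.0189, range 0.0189 to 0.678) between Bax het Atoh7 null and Bax null. Leaving out libraries gave 0.21 to 0.44 for horizontal cells between Bax null Atoh7 null and Bax null, and among results near 0, -0.095 to 0.33 for ganglion cells, -0.13 to 0.0479 for neurogenic cells and -0.0332 to 0.10 for retinal progenitor cells between the Atoh7 null groups, and -0.0391 to 0.0953 for retinal progenitor cells between Bax het Atoh7 null and Bax null.

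The replicate block gave 0.20 for neurogenic cells (adjusted p 0.0405) and 0.32 for horizontal cells (0.0385) between Bax null Atoh7 null and Bax null, 0.24 for neurogenic cells between Bax het Atoh7 null and Bax null (0.0207), and -2.34 for Bax over all cells between the Atoh7 null groups (0.0242), all now past the threshold. The differences between replicates 1 and 2 of Bax null correlated across genes at 0.00854 with those of Bax het Atoh7 null. With those of Bax null Atoh7 null they correlated at -0.0771. The replicate numbers therefore do not pair the Bax null libraries with the others. Between the Atoh7 null groups the correlation was 0.320, so a pairing of their libraries stays open.

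Counts of called genes stayed within 1.5 times in 149 of 189 comparisons over 12 results. Under the within-library difference they were 2161, 14 and 2087 in ganglion cells, 1027, 0 and 1154 in neurogenic cells and 563, 1 and 593 in cones, each in the order Bax null Atoh7 null minus Bax null, the Atoh7 null groups, and Bax het Atoh7 null minus Bax null. The 0 came from edgeR, where 592 of 11587 genes had an unadjusted p under 0.05, about as many as chance gives. This alternative asks for a change that differs from that in progenitors, and so removes shared changes by construction. DESeq2 called 1222, 79 and 1098 genes in cones in the same order. With only the 4 libraries compared, the counts between the Atoh7 null groups were 154 in ganglion cells, 126 in neurogenic cells, 153 in retinal progenitor cells and 70 in cones. No filter on low counts gave 517 in neurogenic cells and 144 in retinal progenitor cells for that contrast.

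Leaving out libraries gave, between the Atoh7 null groups, 73 to 433 genes in ganglion cells, 7 to 466 in neurogenic cells, 2 to 655 in retinal progenitor cells and 62 to 294 in cones. The lowest came without Bax het Atoh7 null replicate 2 and the highest without the library labelled Bax null Atoh7 null replicate 1 in all 4 classes. Between Bax null Atoh7 null and Bax null it gave 3663 to 5401 in neurogenic cells and 1583 to 2598 in cones, and between Bax het Atoh7 null and Bax null 3516 to 6053 and 1405 to 3086, the lowest without Bax null replicate 2.

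For gene lists, 92 of 108 comparisons over 9 results stayed on their side, 9 lost the call, 4 gained it and 3 changed direction. Camera with an estimated correlation lost all 7 calls at unchanged medians: -1.06 and -1.08 for the RGC list and 0.58 and 0.58 for the neurogenic list in the contrasts with Bax null, and 1.60, 0.60 and 0.66 for the stress list (adjusted p 0.241 to 0.269). With no filter, the neurogenic list passed the threshold between the Atoh7 null groups at -0.10 (adjusted p 0.0224, range 0.00454 to 0.792). The within-library difference gave -0.0568 and -0.11 for the neurogenic list in the contrasts with Bax null and -0.0707 for the RGC list between the Atoh7 null groups. Leaving out libraries gave -0.0854 to 0.11 for the RGC list, which passed the threshold upward in 2 of these fits (adjusted p 0.00724 and 0.00858, range 0.00724 to 0.778), and -0.24 to 0.0035 for the neurogenic list between the Atoh7 null groups.

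For the targeted genes Atoh7 and Bax together, 111 of 125 comparisons over 10 results stayed on their side, and those that changed were all of Bax. Leaving out libraries gave, for Bax, -1.21 to 1.03 over all cells and -1.23 to 1.19 in neurogenic cells between Bax null Atoh7 null and Bax null, and -3.68 to -1.43 over all cells and -3.66 to -1.25 in neurogenic cells between the Atoh7 null groups. The extremes came without the libraries labelled Bax null Atoh7 null replicate 1 and replicate 2. For Bax in neurogenic cells, no filter gave 0.50 (adjusted p 0.00159, range 0.000119 to 0.757) against Bax null, and between the Atoh7 null groups DESeq2 gave -2.0 (0.573) and the 4 libraries compared -1.95 (0.0785), within a range of 2.47e-50 to 0.573.

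For named genes, 1331 of 1464 comparisons over 95 results stayed on their side, 113 lost the call, 4 gained it and 16 changed direction. In the within-library difference Rps27rt turned to 0.18 in ganglion cells and 0.14 in neurogenic cells, Rps28 to 0.031 and Rps29 to 0.0455 in neurogenic cells between the Atoh7 null groups. Between Bax null Atoh7 null and Bax null, Chga turned to -0.00719, mt-Nd4l to 0.0429 and Neurod1 to -0.0611 in neurogenic cells. Between Bax het Atoh7 null and Bax null, mt-Atp8 turned to 0.13 and Pou4f2 to 0.30 in ganglion cells, mt-Nd4l to 0.0429 and Neurod1 to -0.0583 in neurogenic cells, and mt-Co2 to 0.48 in cones. The values for mt-Nd4l and mt-Atp8 compare libraries at 0, and those for Pou4f2 rest on traces in progenitors (0.0921 to 0.778 CPM), so they carry no direction. Pou4f2 between the Atoh7 null groups gave 0.0704 after thinning and -0.44 to 0.48 with libraries left out, and Crx in cones between Bax null Atoh7 null and Bax null -0.11 to 0.0252. Thinning to the smallest total of the class called 4083, 228 and 3897 genes in ganglion cells, of which 3968, 210 and 3782 were shared with the main fit in the same direction. Between the Atoh7 null groups it gave 206 in neurogenic cells, as in the main fit, and 295 in retinal progenitor cells, against 269.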

Other observations

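The tests on near-identical copies, on transcript length, on Neurod1 and Tfap2b, and on the lists behind them were chosen only after the results were seen, whereas the tests on Bax in the library labelled Bax null Atoh7 null replicate 1 were chosen before.

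That library carried more Bax than replicate 2 of its group. Cells of the library with 0 UMIs of the neighbouring gene Ftl1 (8744 cells, 59.4%) had 17.8 CPM of Bax (Poisson 95% interval 15.9 to 19.9). Cells with 1 or 2 Ftl1 UMIs (23.2%) had 63.6 CPM (58.2 to 69.3), and cells with 3 or more (17.4%) had 102.8 CPM (95.5 to 110.4). The last value lay near the 114 CPM (109 to 119) of such cells in Bax het Atoh7 null replicate 2 and below the 153 CPM (148 to 158) in replicate 1. The first lay near the 16.2 and 14.5 CPM of cells without Ftl1 in Bax null. It lay above the 10.7 CPM (9.35 to 12.2) of cells without Ftl1 in Bax null Atoh7 null replicate 2. Cells with 2 or more Bax UMIs were 1.56 ± 0.122 (counting SE) times as frequent as 1 rate per cell type would give, against 0.993 to 1.14 in the other 5 libraries. A simulated library with 1 rate gave 1.09 and a simulated mixture gave 2.31. Free RNA as the whole cause would give cells without Ftl1 a like level of Bax, which the 17.8 CPM argues against. The values are consistent with cells of an embryo that carries Bax among the cells of this library, and the number of such embryos was not determined. No biological explanation was tested.

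Cells with a Y-linked UMI in that library had 59.6 CPM of Bax (53.0 to 66.9) and 628 CPM of Ftl1, and cells with Xist and no Y-linked UMI had 39.6 CPM (36.8 to 42.5) and 372 CPM. In Bax het Atoh7 null replicate 1 the order was the opposite, with 135 CPM (127 to 142) and 1555 CPM against 176 CPM (166 to 187) and 2088 CPM. Xist stood at 630 and 2600 CPM in the Bax het Atoh7 null libraries, 1553 and 1456 in Bax null and 1580 and 1619 in Bax null Atoh7 null. The haemoglobin gene Hbb-y, which lies outside the naming rule and was chosen after its values were seen, stood at 593 and 492 CPM in Bax null and between 0 and 42.6 CPM in the other 4.

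Genes called lower in retinal progenitor cells of Bax null Atoh7 null than of Bax het Atoh7 null were short. The median transcript length was 1343 nt, against 2135 nt in genes not called, and 25.4% of those called lower were under 600 nt, against 4.22% of genes not called. A length bias between the libraries may therefore contribute to these calls. As the whole cause it is argued against by the fit with the length trend removed, which shared 87.7% of the calls.

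A set of 15 genes stood at 5 CPM or less in all 4 libraries outside Bax null and at 50 CPM or more in both Bax null libraries, and 0 genes did the reverse. Of the 15, 66.7% shared a 60-base stretch of their 3' end with another gene, against 9.95% among the 1277 genes with a value that moved by under 0.5 on the log2 scale. A candidate explanation is that reads shared between near-identical copies were counted in the Bax null libraries and not in the other 4. It does not cover the whole set, since Oser1, Tax1bp3, Mpc1, Pgam1 and mt-Atp8 (named after their values were seen, except mt-Atp8) shared no such stretch.

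Neurod1 and Tfap2b were higher in ganglion cells of all 4 Atoh7 null libraries than of Bax null. Cells of other types mislabelled as ganglion cells would bring their other markers. In ganglion cells of the Atoh7 null libraries, the photoreceptor markers other than Neurod1 and Neurod4 reached a median of at most 2.65% of their level in cones (5 of the list at 20 CPM or more in cones), whereas Neurod1 reached 29.1% to 33.9%, and 4.70% to 5.95% in Bax null. Tfap2b reached 14.4% to 17.3% of its level in horizontal cells, and the amacrine markers other than Tfap2b a median of at most 0.784%. Both values argue against cones or cells labelled horizontal as the source. The neurogenic markers other than Neurod1, all of which the neurogenic list or the neurogenic cell markers also hold, reached a median of 23.8% to 32.9% of their level in neurogenic cells (18.2% and 18.7% in Bax null), and Neurod1 65.9% to 75.03% (22.4% and 26.8% in Bax null). Single markers reached up to 64.3%, and up to 57.7% in Bax null. The medians argue against neurogenic cells as the whole cause. As the medians rose, a contribution of neurogenic cells stays open, and a mixed state of ganglion cells formed without Atoh7 remains as a hypothesis. All 7 progenitor markers were also expressed in the tissue, and their highest level in ganglion cells was 27.5% of that in progenitors. The immediate early list had median log2 fold changes in ganglion cells of 0.08 between Bax null Atoh7 null and Bax null, 0.16 between the Atoh7 null groups and -0.08 between Bax het Atoh7 null and Bax null.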
